# Transcriptional Profiling of Rat Prefrontal Cortex after Acute Inescapable Footshock Stress

**DOI:** 10.3390/genes14030740

**Published:** 2023-03-17

**Authors:** Paolo Martini, Jessica Mingardi, Giulia Carini, Stefania Mattevi, Elona Ndoj, Luca La Via, Chiara Magri, Massimo Gennarelli, Isabella Russo, Maurizio Popoli, Laura Musazzi, Alessandro Barbon

**Keywords:** acute stress, footshock, transcriptional profiling, microarray, transcriptional factors, prefrontal cortex, stress-related disorders

## Abstract

Stress is a primary risk factor for psychiatric disorders such as Major Depressive Disorder (MDD) and Post Traumatic Stress Disorder (PTSD). The response to stress involves the regulation of transcriptional programs, which is supposed to play a role in coping with stress. To evaluate transcriptional processes implemented after exposure to unavoidable traumatic stress, we applied microarray expression analysis to the PFC of rats exposed to acute footshock (FS) stress that were sacrificed immediately after the 40 min session or 2 h or 24 h after. While no substantial changes were observed at the single gene level immediately after the stress session, gene set enrichment analysis showed alterations in neuronal pathways associated with glia development, glia–neuron networking, and synaptic function. Furthermore, we found alterations in the expression of gene sets regulated by specific transcription factors that could represent master regulators of the acute stress response. Of note, these pathways and transcriptional programs are activated during the early stress response (immediately after FS) and are already turned off after 2 h—while at 24 h, the transcriptional profile is largely unaffected. Overall, our analysis provided a transcriptional landscape of the early changes triggered by acute unavoidable FS stress in the PFC of rats, suggesting that the transcriptional wave is fast and mild, but probably enough to activate a cellular response to acute stress.

## 1. Introduction

Stress is a physiological response to any condition that perturbs the homeostasis of a living organism. When rapidly activated and then shut off, the stress response is proadaptive, but it may become maladaptive when the stressful stimulus is repeated or overwhelming or in subjects with a genetic background of vulnerability [1]. Accordingly, stress is considered a primary risk factor for many psychiatric disorders, including Major Depressive Disorder (MDD) and Post Traumatic Stress Disorder (PTSD) [1]. The prefrontal cortex (PFC)—a region involved in working memory, decision-making, social interaction, and emotional processing—is a main target of stress [2,3,4,5]. Increasing evidence has consistently shown that the fast response to stress involves increased attention, vigilance, and improved PFC-mediated cognitive performance [6]. In previous studies, we have deeply characterized the functional and morphological changes induced in the PFC of rats by acute inescapable footshock (FS)—a widely used animal model of PTSD [7,8,9]. We demonstrated that FS induced a rapid and long-lasting enhancement of glutamate release in the PFC, already measurable immediately after stress exposure and for at least up to 24 h after [3,4,5]. FS also induced time-dependent modulation of both AMPA (α-amino-3-hydroxy-5-methyl-4-isoxazolepropionic acid) and NMDA (N-methyl-D-aspartate) receptor subunit expression and phosphorylation, suggesting an early and transient enhancement of AMPA receptor-mediated currents followed by a transient activation of NMDA receptors [10]. Interestingly, these functional alterations of glutamatergic transmission were accompanied by dendritic atrophy and retraction, observed as early as 24 h after FS and sustained for at least 14 days [11]. Using positron emission tomography (PET), we also found a rapid increase in synaptic energy metabolism in the PFC and rapid and sustained alterations in working memory performance [12].

However, the detailed molecular mechanisms underlying these changes have not yet been fully elucidated and, to the best of our knowledge, the genome-wide expression profile in the PFC after acute traumatic stress in rats has never been investigated before.

In this work, we performed microarray global transcriptome profiling in the PFC of FS-stressed rats to identify time-dependent transcriptional programs and associated pathways underlying FS-dependent molecular alterations that could take part in the response to acute stress. Genome-wide expression profiles of the PFC were obtained immediately after the 40 min FS session, as well as 2 and 24 h after the initiation of stress, to allow the monitoring of longitudinal changes in expression induced by acute traumatic stress. 

While no substantial statistically significant changes were observed at the single gene level immediately after stress exposure, gene set enrichment analysis (GSEA) showed alterations in neuronal pathways associated with neuronal morphology and synaptic function. Furthermore, we found alterations in the expression of gene sets regulated by specific transcription factors (TFs), which could represent master regulators of the acute stress response. Finally, we observed that the molecular mechanisms activated to face acute stress are switched off after 2 h, while at 24 h, the transcriptional profile is mainly unaffected.

## 2. Materials and Methods

### 2.1. Animals

All experimental procedures involving animals were performed in accordance with the European Community Council Directive 2010/63/UE and approved by Italian legislation on animal experimentation (Decreto Legislativo 26/2014, authorization N 521/2015-PR). Experiments were performed on adult male Sprague–Dawley rats (275–300 g). Rats were housed two per cage and maintained in a 12/12 h light/dark schedule (lights on at 7:00 am), in a temperature-controlled facility with free access to food and water. The experiments were performed during the light phase (between 9:00 and 12:00 am) at least one week after arrival from the supplier (Charles River, Wilmington, MA, USA). 

### 2.2. Footshock (FS) Stress Procedure

The footshock (FS)-stress protocol was performed essentially as previously reported (40 min FS stress: 0.8 mA, 20 min total of actual shock with random inter-shock length between 2–8 s) [4,10,13]. Control rats were left undisturbed in their home cages. Rats were killed by decapitation at different time points (the number of animals involved in each experiment is reported in the figure legends): immediately after the stress session (40 min), and 2 or 24 h after the initiation of stress. The 2 and 24 h groups were put back in their home cages after the 40 min stress session until sacrifice. At sacrifice, the PFC was quickly dissected on ice and alternatively assigned to RNA extraction or protein purification.

### 2.3. RNA Extraction and Purification

Total RNA from the rat PFC was isolated by single-step extraction using TRIzol Reagent (Life Technologies, Milan, Italy), according to the manufacturer’s instructions. Subsequent RNA clean-up was performed using the RNeasy mini kit (QIAGEN, Milan, Italy) to obtain high quality RNA.

RNA quantification and quality controls were carried out using both spectrophotometric analysis (Nanodrop 2000, Nanodrop Technologies, Wilmington, DE, USA) and AGILENT Bioanalyzer 2100 lab-on-a-chip technology (AGILENT Technologies, Santa Clara, CA, USA) [14]. The purity of each sample was determined by assessing the A260:280 ratio, with acceptable values ranging from 1.8 to 2.2.

### 2.4. Microarray Procedures

For microarray, 250 ng of the total RNA of each sample was processed using Ambion WT Expression Kits for amplification and using the Affymetrix Whole Transcript (WT) Sense Target Labeling Assay Kit (Life Technologies) to prepare an adequate amount of the labeled target for hybridization [15]. Briefly, total RNA was reverse-transcribed into double-stranded cDNA using random hexamers (thus avoiding the 3′-bias introduced using oligo-dT primers) tagged with a T7 promoter sequence. Then, the double-stranded cDNA was amplified by T7 RNA polymerase in an in-vitro transcription reaction to produce antisense cRNA. In the second cycle of cDNA synthesis with random hexamers, cRNA was reverse-transcribed into single-stranded DNA in the sense orientation. Then, 5.5 µg ssDNA was fragmented, terminally labeled with biotin, hybridized, and processed using Affymetrix GeneChip Rat Gene 1.0 ST Arrays. After washing and staining with fluorescent streptavidin using the Affymetrix GeneChip Fluidics Station 450, chips were scanned with the GeneChip Scanner 3000 7G. Fluorescent signals were acquired by Affymetrix GeneChip Command Console (AGCC) software. Microarray analysis was performed on the samples obtained immediately after the 40 min FS session (*N* = 8 FS vs. *N* = 8 controls), as well as 2 h (*N* = 6 FS vs. *N* = 6 controls) and 24 h (*N* = 5 FS vs. *N* = 5 controls) after the beginning of the stress session.

### 2.5. Microarray Expression Analysis

Gene expression was read and quantified from CEL files using the read.celfiles function from the oligo R package (version 1.58.0) [16]. Data were normalized using the rma function from the oligo R package. Probe sets were annotated using the ragene10sttranscriptcluster.db R package (version 8.8.0). We kept only the probe sets with normalized expressions greater than 4. Principal component analysis (PCA) was performed using the sva function from the R base package. Differential expression analysis was performed with the limma R package (version 3.50.3), using the empirical Bayes moderated t-statistics test (eBayes function) [17]. Adjusted *p*-values were computed using the Benjamini–Hochberg method. 

Gene set analysis was performed with the ClusterProfiler R package (version 4.2.2) [18]. Gene Ontology (GO) gene sets were defined using the org.Rn.eg.db R annotation package. KEGG pathway gene sets were derived from the graphite R package (version 1.40.0) [19,20]. Transcription Factor (TF) gene sets for rats were retrieved from the msigdbr R package (version 7.5.1), which uses MSigDB regulatory gene sets (C3 category) [21,22].

We used gseGO for GSEA with the GO and GSEA function for KEGG and transcription factor (TF) target analysis. Both GSEA functions implement the GSEA method described in [22]. For both functions, additional parameters were set as follows: *p*AdjustMethod = “BH” (Benjamini–Hochberg method), *p*valueCutoff = 0.1 (adjusted *p*-value significance threshold), minGSSize = 10, and maxGSSize = 500 (min and max dimension of gene set analyzed).

TF activity was computed using the Gene set variation analysis (gsva) method from the GSVA R package (version 1.42.0) [23]. This method allows the computation of a single sample gene set enrichment score for the TF targets gene set. The enrichment score was used as a proxy of TF activity. A heatmap was created using the pheatmap R package, using gsva scores transformed in Z-score.

### 2.6. Western Blotting: Tissue Processing and Image Analysis

PFC tissue was homogenized 1:10 (*w*/*v*) by a loose-fitting Potter in homogenization buffer (0.28 M sucrose buffered at pH 7.4 with Tris, containing phosphatase inhibitors (Thermo-Fisher Scientific, Milano, Italy) and 2 mL/ml of protease inhibitor cocktail (Merck-Millipore, Milano, Italy)). Protein concentrations were evaluated by Bradford or BCA assays (Merck-Millipore and Thermo Fisher Scientific, Milano, Italy, respectively) and 10–30 micrograms were loaded onto acrylamide SDS-PAGE gels. Western blotting was performed as previously described [10,24]. Specific primary antibodies used were: AKT (1:1000, Cell Signaling cod. 4691); pAKT (1:1000 Cell Signaling cod. 4056); CaM kinase II (1:1000 Chemicon cod: AB3111); pCaM kinase II (1:1000 Thermo Scientific cod: PA14614); CREB (1:1000 Cell Signaling cod: 91975); pCREB (1:1000, Cell Signaling cod: 91985); ERK (1:1000, Cell Signaling cod: 46955); pERK (1:1000, Cell Signaling cod: 43705); GR (1:1000 Santa Cruz cod. sc-1004); pGR (1:1000 Cell Signaling cod. 4161); MR (1:1000 Santa Cruz cod: sc-114112); and mGluR (1:1000, Abcam cod. ab15672). Antibodies against β-actin (1:40,000, Merck-Millipore, cod. Mab374) were used as an internal control.

Incubation with primary antibodies was carried out overnight at 4 °C. Membranes were washed five times with TBS-Tween 20 0.2% and incubated for 1 h at room temperature with AP-conjugated secondary antibodies (Promega, Milan, Italy). Immunolabeled proteins were detected by incubation with Supersignal West Pico Chemiluminescent Substrate (Pierce, Rockford, IL, USA) or CDPStar (Roche Applied Science, Monza, Italy) detection reagents. The intensity of immunoreactive bands was analyzed with Image-Pro Plus. Data are presented as optical density ratios of the investigated protein band, normalized by β-actin bands in the same line, and are expressed as a percentage of controls.

### 2.7. Statistical Analysis

All the statistical analyses were performed using the R environment for statistical computing and graphics (version 4.1.3), unless otherwise stated. For differential expression analysis, we used the empirical Bayes moderated t-statistics test (eBayes function) with *p*-values adjusted using the Benjamini–Hochberg method, implemented in limma [17]. For gene set/pathway analysis, we used GSEA [22], using log-fold-changes with *p*-values adjusted using the Benjamini–Hochberg method, implemented in the clusterProfiler R package. 

For Western blot experiments, statistical data analysis was carried out using GraphPad Prism 9 (GraphPad Software Inc., San Diego, CA, USA). Results are presented as means ± standard error of the mean (SEM). Welch’s *t*-test was used to compare the protein expression levels of FS vs. control animals.

## 3. Results

### 3.1. Gene Expression Analysis in the PFC Immediately after Footshock Stress

The PFC transcriptomes of rats subjected to FS stress were compared to controls immediately after the 40 min FS session. PCAs using both the most variable genes and the whole transcriptome did not clearly separate controls from FS rats (Supplementary Figure S1). Differential expression analysis between stressed and control rats confirmed this observation, as we found no significant differentially expressed genes (DEGs; adjusted *p*-value ≤ 0.05; summary statistics of the transcriptomic analyses are reported in Supplementary Table S1). Looking at the most up-regulated genes (i.e., those genes more highly expressed in the FS PFC compared to controls), we found a number of neuronal genes that encode for proteins that localize at synapses such as Drd1 and Drd2 (Dopamine receptor D1 and D2-log fold-change FS vs. controls of 1.13 and 1.31; *p*-value 0.05 and 0.051; adjusted *p*-value 0.54 and 0.54, respectively). Among the down-regulated genes, we observed that Grm2 (glutamate metabotropic receptor 2) was the most down-regulated (log fold-change FS vs. controls of −0.92; *p*-value 0.0169; adjusted *p*-value 0.51).

### 3.2. Gene Set Enrichment Analysis in the PFC of Rats Immediately after Footshock Stress

We performed a Gene Set Enrichment Analysis (GSEA) to look for gene sets or biological pathways with small yet coordinated trends of up- or down-regulation without specifying a fixed threshold. As described in the original method [22], GSEA does not need to specify a list of differentially expressed genes, but works on the whole list of analyzed genes.

We performed GSEA using the GO Biological Process annotation. Among the top 10 most significant pathways (adjust *p*-value ≤ 0.1) we found “glia cell development”, “axon ensheathment”, “ensheathment of neurons”, and “glial cell differentiation”, suggesting that glia–neuron responses could be involved in the response to acute stress (Figure 1A; Supplementary Table S2).

We also performed GSEA using KEGG pathways, finding nine significant pathways with an adjusted *p*-value ≤ 0.1 (Figure 1B; Supplementary Table S3). Strikingly, five out of eight up-regulated pathways were involved in neuronal activity. 

“Dopaminergic synapse”, “Alcoholism”, and “Cocaine addiction” are pathways involving dopaminergic signaling and are ruled by the genes Drd1 and Drd2, which also show the highest log fold-changes (1.13 and 1.31, respectively; Figure 2A, Supplementary Figure S2) and belong to the core enrichment (i.e., among the most up-regulated) of the three pathways. Dopaminergic activation may imply the involvement of the cAMP signaling pathway, which is also enriched in our GSEA analysis. In the core enrichment of “Dopaminergic synapse”, we also found the two transcription factors c-fos (encoded by Fos, Fos proto-oncogene, AP-1 transcription factor subunit) and CREB (encoded by Creb1: cAMP responsive element binding protein 1), as well as Kif5b and Ppp1r1b (Kinesin and PP-1 on the KEGG map, respectively; Figure 2A), that are known to play crucial roles in the regulation of synaptic activity and plasticity [25,26]. Other up-regulated KEGG pathways included calcium signaling and signal transduction cascades. The only down-regulated (and the least significant) pathway was related to N-glycan biosynthesis.

### 3.3. Gene Expression Analysis and Gene Set Enrichment Analysis (GSEA) in the PFC of Rats 2 and 24 h after Acute Footshock Stress

To evaluate the transcriptional changes induced by acute FS in the PFC over time, we examined the PFC transcriptome of FS-stressed animals 2 and 24 h after the beginning of the stress session. 

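At 24 h, the PFC of 10 rats was profiled, 5 killed 24 h after the start of FS and 5 controls left in their home cages, with 1 whole-transcript array per rat. FS lasted 40 min at 0.8 mA, with 20 min of actual shock. The rats killed at 40 min and at 2 h are not analysed here. The authors normalized the arrays with RMA (oligo 1.58.0), which corrects the background, gives all arrays the same distribution and reduces the probes of a transcript to 1 value on the log2 scale. The deposited log2 values were used as they stand. The median of an array lay between 7.35 and 7.37 in FS rats. In controls it lay between 7.32 and 7.34, apart from control replicate 5 (7.37). Over the probe sets tested below, the medians overlapped, at 7.82 to 7.85 in FS rats and 7.83 to 7.87 in controls. The correlation between any pair of arrays lay between 0.994 and 0.998. In the annotation used, 18644 probe sets have exactly 1 gene symbol, 962 have several and 9608 have none. The methods keep probe sets with values above 4 without saying on how many arrays, and here the 18304 probe sets with 1 symbol and a mean over the 10 arrays above 4 were tested, which represent 16941 genes. FS rats were compared with controls in limma, with Benjamini–Hochberg adjusted p-values. For gene lists, GSEA was run on genes ranked by the log2 fold change, with a threshold of 0.1 on the p-value adjusted over the lists of a family. A gene with several probe sets was represented by the one with the highest mean. All fold changes are FS minus control on the log2 scale, and a gene's level is its log2 RMA value. With 5 rats in each group, the number of arrays limits the precision. An exact permutation test over the 252 ways to choose 5 of the 10 rats cannot give a two-sided p below 0.00794.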

Results for differential expression analysis at 2 h and 24 h are reported in Supplementary Table S4 and S5, respectively. 

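The 7 genes that the paper calls at 2 h had small differences between FS rats and controls 24 h after FS. Sgk1, a kinase induced by glucocorticoids, was at 9.81 ± 0.19 (SD, n = 5) in FS rats and 9.78 ± 0.069 (SD, n = 5) in controls, a log2 fold change of 0.034 (standard error 0.078, adjusted p = 0.907 in limma). Tsc22d3, which encodes the glucocorticoid-induced leucine zipper, had a log2 fold change of 0.0026 (adjusted p = 0.992 in limma). Pdk4, a kinase that restrains pyruvate dehydrogenase, was at -0.037, and Gpd1, an enzyme of glycerol phosphate metabolism, at -0.068 (adjusted p = 0.895 and 0.662). The log2 fold changes of the transporters Slc19a3 and Slc16a4 and of Hif3a were 0.11, -0.0013 and 0.0082, with adjusted p-values of 0.624, 0.996 and 0.969.

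Of the 18304 probe sets, 0 passed an adjusted p of 0.05 in limma, and the smallest adjusted p was 0.186. At an unadjusted p under 0.05 there were 1802 probe sets, 1053 higher and 749 lower in FS rats, where chance alone gives about 915.2 on average. Of 100 splits of the rats into groups of 5, the real one included, 6 gave 1802 or more, with up to 2237. Chance is therefore not excluded for this count. The share of higher ones varied with the scaling of the arrays and the variance prior: 1287 of 1862 were higher with each array centred on its median, 807 of 1574 after quantile normalization and 934 of 1742 with an intensity trend in limma. The smallest p-values in the higher direction, none of which passed, belonged to Mov10l1 (log2 fold change 0.32, standard error 0.044, adjusted p = 0.186), Gcm1 (0.26), Or2ak6c (0.35), Hs3st5 (0.23), Epn3 (0.19), Ush1g (0.28), Rpl31l7 (0.24), Krt33b (0.38), Klrg1 (0.22) and Senp17 (0.25). Those in the lower direction belonged to Rnf135 (log2 fold change -0.27, standard error 0.046, adjusted p = 0.280), Ndp (-0.22), Zfp280b (-0.19), Cyp2j3 (-0.28), Dppa3l2 (-0.28), Enox1 (-0.18), Zwilch (-0.24), Prkrip1 (-0.19), Pcdhb15 (-0.23) and Taok3 (-0.19). For Rnf135, 1 of its 2 other probe sets had the opposite sign. In each of these 20 genes, all 5 FS rats lay on 1 side of all 5 controls. This held for 178 probe sets in the higher and 178 in the lower direction, and chance gives 0.397% of probe sets, or about 72.6, in each on average. These counts were not examined in other splits of the rats. Without control replicate 2, 1 probe set passed, that of the olfactory receptor gene Or4c122 (log2 fold change -0.48, adjusted p = 0.0381 in limma), which had an adjusted p of 0.371 over all rats and was named after its values were seen.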

Overall, we found seven differentially expressed genes at 2 h and none at 24 h (adjusted *p*-value ≤ 0.05). Of note, Sgk1—a gene that has been previously reported to be up-regulated after acute stress—is among the DEGs observed at 2 h. GSEA revealed no activated processes 2 h after stress. On the contrary, we observed that many of the processes activated immediately after the stress session were significantly down-regulated 2 h later, including GO Biological Processes related to neurotransmitter trafficking such as “response to monoamine”, “response to dopamine”, and “response to catecholamine”, as well as KEGG pathways for “Cocaine addiction”, “Calcium signaling pathway”, and “Alcoholism” (Supplementary Figure S3; Supplementary Tables S6 and S7). Of note, the core-enrichment genes of the “Cocaine addiction” pathway largely overlapped with those found immediately after stress (Supplementary Figure S2A). Similarly, 2 h after stress, the expression of *Grm2—*the most down-regulated gene immediately after stress—was completely restored, going from a log fold-change FS vs. control of −0.92 immediately after stress (*p*-value 0.01688411, adjusted *p*-value 0.5152705) to 0.16 2 h later (*p*-value 0.56, adjusted *p*-value 0.96).

At 24 h after FS, we found no sign of the transcriptional perturbation seen at 40 min. 

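The genes that led the 40 min response were, 24 h after FS, spread over the rats of both groups. Drd1, the D1 dopamine receptor, was at 7.75 ± 0.37 (SD, n = 5) in FS rats and 7.88 ± 0.51 (SD, n = 5) in controls (log2 fold change -0.13, standard error 0.23, adjusted p = 0.872 in limma). Drd2, the D2 dopamine receptor, was at 8.58 ± 0.68 and 8.77 ± 1.12 (log2 fold change -0.19, standard error 0.48, adjusted p = 0.915). Ppp1r1b, which encodes the dopamine-regulated phosphoprotein DARPP-32, had a log2 fold change of -0.11 (adjusted p = 0.892). Grm2, a presynaptic glutamate receptor, had one of 0.014 (standard error 0.19, adjusted p = 0.989).

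Table S3 and Table S2 print the core genes of the pathways called at 40 min, in other rats. All KEGG pathways of Table S3 were taken, and GO terms that were picked here from Table S2. Of these 16 lists, 13 were lower in FS rats at 24 h in GSEA. With camera and an estimated correlation between genes, 0 of the 16 lists were called, and the adjusted p ran from 0.652 to 0.860 with an estimated correlation. All 13 had been higher at 40 min in the paper's tables. Several of these lists share genes, so they are not separate findings. When the rats were split in 100 ways, the real one included, 52 splits gave 13 or more core lists. Among the KEGG pathways, those lower were the core genes of Rap1 signaling (NES -2.46, adjusted p = 4.7e-06), cAMP signaling (NES -2.18, adjusted p = 1.2e-04), Cocaine addiction (NES -1.94, adjusted p = 3.7e-04), Alcoholism (NES -2.06, adjusted p = 6.1e-04), Dopaminergic synapse (NES -1.93, adjusted p = 0.00246), Calcium signaling (NES -1.89, adjusted p = 0.00556), Proteoglycans in cancer (NES -1.60, adjusted p = 0.0329) and Vascular smooth muscle contraction (NES -1.51, adjusted p = 0.0731). Among the GO terms they were response to monoamine (NES -2.32, adjusted p = 1.6e-05), response to dopamine (NES -2.21, adjusted p = 1.2e-04), axon ensheathment (NES -2.07, adjusted p = 2.3e-04), glial cell development (NES -1.99, adjusted p = 7.0e-04) and glial cell differentiation (NES -1.78, adjusted p = 0.00246). The core genes of N-glycan biosynthesis (adjusted p = 0.338), of cellular response to glucocorticoid stimulus (adjusted p = 0.175) and of protein localization to synapse (adjusted p = 0.450) were not called. In the Rap1 list, 23 of 25 genes had a negative and 2 a positive log2 fold change, with a median of -0.083, and 0 passed limma, with 4 lower at an unadjusted p under 0.05. In exact permutation tests over the rats of each list's mean, 0 were called either. Without control replicate 2, GSEA called 1 list, that of Rap1 signaling, and the same without FS replicate 3, where the direction of the Cocaine addiction list turned to higher (adjusted p = 0.895). The list of cellular response to glucocorticoid stimulus was called higher without control replicate 4, after quantile normalization and with array weights (adjusted p = 0.0387, 0.0841 and 0.0870).

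The markers of striatal medium spiny neurons varied together from rat to rat. Of the 30 markers, 28 were tested, and the median correlation between pairs of them over the 10 rats, with the group means removed, was 0.839. In the controls, the mean of the list, centred per gene, was 0.25, 0.36, -0.29, 0.25 and -0.34 in replicates 1 to 5, and in FS rats 0.13, 0.11, -0.36, -0.079 and -0.029. The difference between the groups, -0.094, was smaller than the SD among controls, 0.33, and that among FS rats, 0.20 (exact permutation test, two-sided, p = 0.595). Oligodendrocyte and myelin markers and the core genes of axon ensheathment also varied within a group. Both lists were lowest in control replicate 3 (-0.30 and -0.20).

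**Figure D1:**
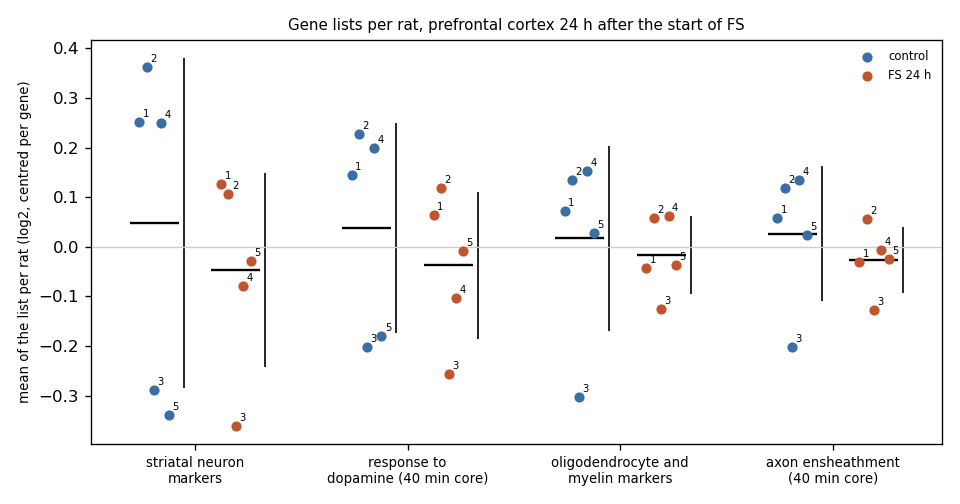
Mean of 4 gene lists in each rat, as log2 values centred per gene, on the vertical axis; blue points are controls and orange points FS rats, numbered by replicate, with the group mean as a horizontal line and the SD as a vertical line. The controls span -0.34 to 0.36 for the striatal markers, and the FS rats -0.36 to 0.13.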

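In GSEA, genes of RNA processing ranked low and genes of cytokine and complement signalling ranked high in FS rats 24 h after FS. In camera, the lists had adjusted p = 0.722 for splicing, 0.818 for ribonucleoprotein complex biogenesis, 0.818 for cytokines and 0.818 for complement with an estimated correlation between genes, and 1.5e-07, 0.00351, 0.124 and 0.124 with a preset correlation of 0.01. Of the genes of mRNA splicing, 101 of 120 had a negative log2 fold change, with a median of -0.039 (GSEA NES -2.50, adjusted p = 7.0e-10). Those with the lowest moderated t were Snrpa (-0.16) and Srsf9 (-0.12), and those with the highest Snrpb (0.063) and Isy1 (0.070). Of the genes of ribonucleoprotein complex biogenesis, 78 of 116 had a negative log2 fold change (NES -1.89, adjusted p = 5.7e-05), with Nsa2 (-0.15) and Ddx10 (-0.11) lowest and Exosc4 (0.15) and Eif6 (0.082) highest. Genes of the cell cycle (NES -1.75, adjusted p = 8.7e-04), cytosolic ribosomal proteins (NES -1.45, adjusted p = 0.0536) and dopamine signalling (NES -1.55, adjusted p = 0.0312) were also lower in GSEA, with adjusted p = 0.777, 0.818 and 0.818 with an estimated correlation. In the list of dopamine signalling, Drd1, Drd2, Ppp1r1b, Adcy5, Gnal, Gng7 and Rgs9 are also markers of striatal medium spiny neurons, which differed widely between rats of each group. Of cytokines and their receptors, 116 of 196 had a positive log2 fold change (NES 1.56, adjusted p = 0.00299), and of complement and coagulation genes 44 of 68 (NES 1.56, adjusted p = 0.0239), with Mbl1 (0.13) and C8a (0.11) highest and Cd46 (-0.16) and Cfp (-0.13) lowest. Random lists of similar expression had a median as far out in a two-sided share of 0.800 for cytokines and 0.275 for complement. The medians of these 2 lists are thus not beyond what their expression level gives. Among cytokine genes, Inhba (-0.27) and Tgfb3 (-0.18) were lowest. In the mean of the list per rat, control replicate 5 was highest for cytokines (0.065), above every FS rat. FS replicate 2 was highest for complement (0.080), and also for choroid plexus and ependymal markers (0.98).

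The genes of the interferon and antiviral response were lower in GSEA (NES -2.58, adjusted p = 7.0e-10), with an adjusted p = 0.818 with an estimated correlation. Of these, 55 of 77 had a negative log2 fold change. With limma array weights the adjusted p in GSEA was 0.440. The mean of the list was 0.46 in control replicate 5, between -0.13 and -0.034 in the other controls, and between -0.13 and 0.15 in FS rats. Without control replicate 5 the list was higher in FS rats (adjusted p = 0.00734 in GSEA).

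In limma over all genes, 0 genes of any of these lists passed. At an unadjusted p under 0.05, 12 of 120 splicing genes were lower and 0 higher. Of 196 cytokine genes, 15 were higher and 4 lower, and of 68 complement genes, 4 were higher and 3 lower. Among all probe sets, 1802 of 18304 had such a p, and each list held about that share. Adjusted over the list alone, 3 cytokine genes passed, all higher: Il12rb1 (0.26), Csf2 (0.22) and Ccr1 (0.20). Csf2 was at 4.55 in controls and 4.77 in FS rats, near the filter of 4. Adjusted over the list alone, 1 ribosomal protein gene passed, Rps27 (-0.37). Its probe set was at 6.40 in controls and 6.03 in FS rats, far below the median level of that list, 10.5. With camera and an estimated correlation, 0 of the 14 lists were called. GSEA did not call the cytokine list without FS replicate 2 (adjusted p = 0.225), nor the complement list without control replicate 2 (adjusted p = 0.262), control replicate 4 (adjusted p = 0.108) or FS replicate 2 (adjusted p = 0.375). It did not call the ribosomal protein list without control replicates 1, 2 or 5 or FS replicates 2 or 3 (adjusted p = 0.189, 0.108, 0.175, 0.112 and 0.259). The call of dopamine signalling was lost without control replicates 1, 2 or 4 or FS replicate 3 (adjusted p = 0.541, 0.931, 0.374 and 0.957), and its direction turned without control replicate 2. With a mean above 6, the calls of cytokines, complement and ribosomal proteins were lost (adjusted p = 0.147, 0.122 and 0.122). After quantile normalization, these 3 calls and that of dopamine signalling were lost (adjusted p = 0.294, 0.586, 0.384 and 0.170). Ranked by the moderated t, those of complement and dopamine signalling were lost (adjusted p = 0.112 and 0.795). That of ribosomal proteins was also lost with centred arrays or array weights (adjusted p = 0.121 and 0.117).

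**Figure D2:**
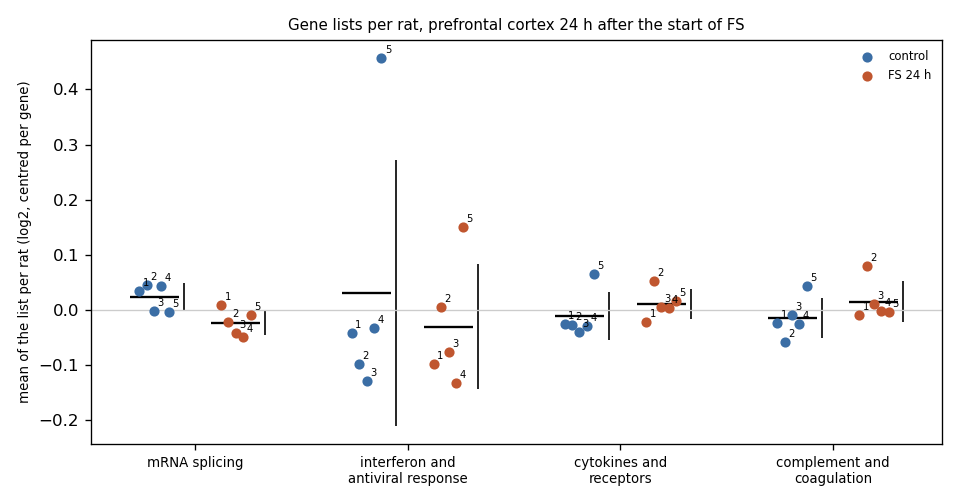
Mean of 4 gene lists in each rat, as log2 values centred per gene, on the vertical axis; blue points are controls and orange points FS rats, numbered by replicate, with the group mean as a horizontal line and the SD as a vertical line. Control replicate 5 lies at 0.46 for the interferon list.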

Pathway analysis mainly evidenced pathways related to RNA biosynthesis and inflammation (Supplementary Figure S4; Supplementary Tables S8 and S9). 

### 3.4. Transcriptional Factor Gene Target Analysis

Since most of the variations were observed immediately after the acute FS stress session, we deepened our analysis at this time point. We observed that several pathways activated immediately after acute FS stress pointed to the up-regulation of downstream TFs, including CREB and cFos. Therefore, we investigated if the targets of TFs were activated or repressed in response to FS.

We performed GSEA using the regulatory set from the molecular signature database (MSigDB) [21,22]. We found a significant upregulation of several gene targets of TFs (adjusted *p*-value ≤ 0.1; Figure 3A; Supplementary Table S10). We found an enrichment of Serum Response Factor (SRF) target gene sets (adjusted *p*-values 0.0055)—a TF capable of modulating Egr1/2 and cFos expression as well as that of the Glucocorticoid Receptor (GR; adjusted *p*-values 0.031). We also found an enrichment for HSF1 and HSF2 target genes (adjusted *p*-value 0.0055, 0.0098 respectively). However, we did not find any CREB- or c-Fos (AP-1) target enrichment. Our analysis also highlighted the enrichment of CEBP targets (adjusted *p*-value 0.0066) that—to the best of our knowledge—has never been associated with acute stress in rats. We did not detect any TF target gene set that was significantly down-regulated.

To evaluate the level of activation of TFs in each sample, we inferred TF activity by computing the sample-wise activity scores of all significant TFs. As shown in Figure 3B, an overall increased activity of GR, SRF, HSF1/2, and CEBP TFs was found in stressed animals.

### 3.5. Protein Expression Analysis of Stress Response Key Effectors in the PFC of Rats Immediately after Acute FS Stress

To evaluate how the transcriptional wave might be implemented into a protein response, we selected key regulators identified by pathway and TF analyses and measured their protein expression levels in the PFC of rats immediately after FS stress by Western blotting.

As key terminal regulators of the activated pathways “Dopaminergic Synapse”, “cAMP signaling pathway”, and “Calcium signaling pathway”, we selected calcium calmodulin (CaM) kinase 2a and Akt and measured both their total protein expression levels and their activation by phosphorylation. We observed no significant changes (Figure 4A–D).

Moreover, we evaluated if the activation of the cAMP signaling pathway triggered an increase in CREB protein levels and its activation by phosphorylation. Although we did not observe any increase in CREB protein levels, we observed a significant increase in CREB phosphorylation levels in FS animals compared to controls (Welch’s *t*-test *p* < 0.01 Figure 4E,F, respectively), indicating that FS induced a rapid activation of CREB. Other kinases that are activated downstream of the cAMP signaling pathway are the ERKs, which are also responsible for the phosphorylation of CREB [27]. We observed a significant increase in ERK protein expression levels (Welch’s *t*-test *p* < 0.05) and a non-significant trend in increased ERKs phosphorylation (Figure 4G,H, respectively).

TF target analysis showed several active TFs in FS-stressed animals immediately after stress; therefore, we tested the protein expression of the glucocorticoid receptor (GR) and mineralocorticoid receptor (MR), which are directly activated by corticosterone—the main stress hormone [28]. We observed no changes in GR (Figure 4I) and MR (Figure 4K) protein levels, while pGR significantly increased after FS (Welch’s *t*-test *p* < 0.001; Figure 4J)—suggesting its activation by phosphorylation, which is in line with the TF target gene set analysis.

In the transcriptome analysis, we observed the downregulation of *Grm2* transcription. This reduction was also confirmed at the protein expression level (Welch’s *t*-test *p* < 0.05; Figure 4L).

## 4. Discussion

In the present study, we report a comprehensive analysis of the PFC transcriptomic profile in rats subjected to acute inescapable stress. We used the standardized FS stress model, which we have already dissected at both the functional and morphological level [3,4,5,10,11]. However, to the best of our knowledge, a global transcriptomic analysis in the PFC of this model has never been performed before. To shape the transcriptional wave following stress exposure, we looked at transcriptional changes immediately after the 40 min stress session, as well as 2 and 24 h after the initiation of stress [11].

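The genes with the largest log2 fold changes at 24 h, named here after their values were seen, varied widely within a group. Ttr, the transthyretin of the choroid plexus, had a log2 fold change of 1.64 (standard error 0.87, adjusted p = 0.547 in limma), and Clic6 one of 0.72 (adjusted p = 0.578 in limma). Ndst4, an enzyme of heparan sulfate synthesis, had one of -0.79 (adjusted p = 0.535) and Ogn, the osteoglycin gene, one of -0.60 (adjusted p = 0.628). In FS replicate 2, Ttr was at 12.9, against a mean of 7.69 in the other 9 rats. Without that rat, the log2 fold change was 0.67 for Ttr, 0.23 for Clic6, -0.94 for Ndst4 and -1.01 for Ogn. Of 18304 probe sets, 8 had an absolute log2 fold change of 0.5 or more, and the median absolute log2 fold change was 0.046.

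Of the transcription factors and kinases the paper follows, Srf (-0.13, adjusted p = 0.414 in limma) and Egr1 (-0.19, adjusted p = 0.485) had the smallest p-values at 24 h. The log2 fold changes were -0.18 for Egr2, 0.071 for Fos, -0.060 for Creb1, -0.074 for the glucocorticoid receptor gene Nr3c1 and -0.031 for the mineralocorticoid receptor gene Nr3c2. They were -0.013 for Hsf1, 0.0082 for Hsf2, 0.083 for Cebpa, 0.10 for Cebpb, -0.012 for Camk2a, -0.067 for Akt1, -0.048 for Igf1 and -0.050 for Kif5b, and the adjusted p-values of all these genes were 0.414 or higher in limma. The first principal component held 21.3% of the variance, and the difference of its scores between the groups had p = 0.206 in an exact permutation test, two-sided. The second held 18.1% (exact permutation test, two-sided, p = 0.984). In simulated arrays with the spread of the real ones, limma called 49.3% of probe sets changed by 0.25, 97.0% of those changed by 0.5 and 98.5% of those changed by 1 on the log2 scale. The simulated noise was independent between probe sets, without the correlated genes and outlying rats of the real arrays. In the simulation 200 probe sets were changed at once, and the larger changes ease the Benjamini–Hochberg cutoff for those of 0.25. The rate for 0.25 may therefore be lower where few probe sets change, and 0 passed in the real arrays. The rates are pooled and do not hold for genes that vary widely, such as Drd2 (standard error 0.48).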

Our results showed that neither immediately after FS stress, nor 2 or 24 h after, could substantial changes at the single-gene level be detected. This suggests that—in face of rapid and long-lasting functional, structural, and protein changes induced by acute FS in the PFC of rats [7,9]—transcriptional changes seem to be mild. 

Previous studies investigating the time-dependent transcriptional effects of acute stress have mainly been conducted in mice (although a few reports on rats are also available) and have essentially focused on the hippocampus [29,30,31,32,33]. Other brain areas have been investigated—including the amygdala, nucleus accumbens, and locus coeruleus—but the number of reports is small [34,35,36,37,38]. 

Although limited due to the use of microarrays instead of next-generation sequencing methods, to the best of our knowledge this is the first study describing the transcriptional signature of acute stress in the PFC. Of note, the previous literature on acute stress presents few points of convergence, basically reporting transient increases in a limited number of genes—mainly immediate–early genes [39,40,41,42,43,44]. 

Interestingly, a recent bioinformatic study analyzed the transcriptional profile associated with different stress conditions in mice and reported high variability in the pattern of gene expression after FS exposure and, remarkably, a different set of DEGs was obtained for each region, with a limited intersection between different studies [45]. This suggests that the transcriptional signature of stress is not only strictly dependent on the brain area analyzed, but also on the specific stress protocol applied and the sex, age, species, and strain of the animals used [1].

Future studies are required to unveil a more complex picture of the transcriptional response of the PFC to acute stress. For example, in the present study, we analyzed the whole PFC, without dissecting functional subregions (e.g., infralimbic or prelimbic PFC) or considering single-cell transcriptomic profiling. In this context, in a recent study, a large portion of the active transcriptional response to acute stress in the hippocampus was found to be driven by non-neuronal cell types—particularly vascular cells and astrocytes [46]. In our model, performing GSE Analysis—thus looking for gene sets or biological pathways with small yet coordinated trends of up- or down-regulation without specifying a fixed threshold—allowed the identification of pathways modulated by FS in the PFC of rats.

Immediately after stress, we found upregulation of GO Biological Process terms such as “glia cell development”, “axon ensheathment”, “ensheathment of neurons”, and “glial cell differentiation”, which indicates the activation of gene sets that promote glial adaptation and glial/neuronal remodeling. Alterations in glial function have been implicated in mental disorders [47,48] as well as in the adaptive response to acute stress [49,50,51]. Our data are in line with the literature, indicating a role of acute stress in reshaping neuron–glia networking in the PFC. Furthermore, by analyzing KEGG pathways, we found eight up-regulated pathways and one down-regulated pathway. Strikingly, five out of eight up-regulated pathways (“Dopaminergic synapse”, “Alcoholism”, “Cocaine addiction”, “cAMP signaling pathway”, and “Calcium signaling pathway”) have a connection with synapse plasticity, memory, and neuronal responses to stress [52,53,54,55]. The remaining three pathways are significant mainly for their signal transduction cascades. The only down-regulated pathway is related to N-glycan biosynthesis, which has recently been associated with brain physiology and disorders [56].

The above mentioned pathways involve a high number of protein effectors, including CaM kinase II and Akt. Even if these two genes are not part of the core enrichment—given their centrality in these pathways—we analyzed their protein and phosphorylation levels, not finding any significant change immediately after stress. This may suggest that the CaM kinase 2a and Akt pathways are not directly involved in the early response to FS stress.

To further understand the transcriptional response immediately after acute FS stress, we investigated the identified pathways, focusing on the genes in the core enrichment. We observed the activation of the Drd1 and Drd2 genes, coding for dopamine receptor 1 and 2 of the dopaminergic synapse, which are also key elements of the cocaine addiction- and alcoholism-related pathways. In the dopaminergic synapse, this chain of activation links to synapse plasticity and to the cAMP signaling pathway, which were also enriched in our GSEA analysis. Two transcription factors appear to be the final effectors of the “Dopaminergic synapse” and related pathways: c-fos (encoded by Fos, the Fos proto-oncogene and AP-1 transcription factor subunit) and CREB (encoded by Creb1: cAMP responsive element binding protein 1); both genes were in the core enrichment (i.e., the most up-regulated genes) of the pathways. Two other genes among those of the core enrichment of the Dopaminergic synapse were Kif5b and Ppp1r1b (Kinesin and PP-1 on the KEGG map). These two genes, along with the calcium signaling pathway, seem to play a crucial role in synaptic activity and plasticity—given Kif5b’s interaction with AMPA receptors and Ppp1r1b’s ability to inhibit both AMPA and NMDA receptors [57,58,59]. As a main effector of the cAMP signaling pathway, we analyzed CREB protein and ERKs, which are among the kinases that phosphorylate CREB [60]. We found that ERK proteins were significantly up-regulated in response to stress. Accordingly, we found that phosphorylated CREB, remarkably, increased soon after FS stress. Nevertheless, the CREB target gene set was not significant in our TF analysis, and thus CREB activity was not computed. Further analysis is necessary to explain this discrepancy.

Finally, gene expression analysis immediately after FS stress indicated a trend in decreased mGluR2 transcription levels that was confirmed at the protein level. This receptor is one of the main metabotropic glutamate receptors and has been both repeatedly implicated in the response to acute and chronic stress [61,62,63,64,65] and proposed as a putative target for antidepressants [66,67,68]. Taken together, our transcriptional analysis strengthens the hypothesis that both dopaminergic and glutamatergic synapses could be targets and mediators of the acute stress response [69,70].

Importantly, we observed that the transcriptional wave exhausted rapidly over time. In fact, we found that most of the pathways that were active immediately after stress were down-regulated 2 h later—while 24 h after FS stress, no modified pathways were detected. 

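The lists were also compared as 1 mean per rat, in exact permutation tests over the rats, two-sided. The mean of the splicing genes differed by -0.046 (exact permutation p = 0.0317, adjusted p = 0.222), and that of the cell cycle genes by -0.025 (exact permutation p = 0.0238, adjusted p = 0.222). The differences for immediate early genes, the first wave of genes induced by neuronal activity, were -0.0016 (exact permutation p = 0.960), for glucocorticoid-induced genes 0.019 (exact permutation p = 0.579), for the heat shock response -0.020 (exact permutation p = 0.429) and for serum response factor targets 0.0034 (exact permutation p = 0.913). For glutamate receptors the difference was -0.018 (exact permutation p = 0.532), for dopamine signalling -0.023 (exact permutation p = 0.619) and for oxidative phosphorylation -0.0019 (exact permutation p = 0.913). Adjusted over 14 lists, a single list at the smallest p that 5 rats against 5 allow reaches 0.111, above the threshold of 0.1, so this test cannot call 1 list alone and leaves open whether the lists differed. GSEA, which takes the genes as its units, called 8 of the 14 lists, among them splicing (adjusted p = 7.0e-10), the cell cycle (adjusted p = 8.7e-04) and dopamine signalling (adjusted p = 0.0312), with adjusted p = 0.722, 0.777 and 0.818 with an estimated correlation. The lists of immediate early genes (adjusted p = 0.207), glucocorticoid-induced genes (adjusted p = 0.303), heat shock genes (adjusted p = 0.207), serum response factor targets (adjusted p = 0.523), glutamate receptors (adjusted p = 0.369) and oxidative phosphorylation (adjusted p = 0.895) were not called. Immediate early genes were called lower with array weights (adjusted p = 0.0215) and without control replicates 3 or 4 or FS replicate 1 (adjusted p = 0.00774, 0.0285 and 0.0510). They turned to higher, without a call, when control replicate 1, control replicate 2 or FS replicate 3 was left out (adjusted p = 0.112, 0.262 and 0.594), and with all rats had an adjusted p = 0.995 with an estimated correlation. Heat shock genes were called lower with array weights (adjusted p = 0.0481) and without control replicates 3 or 5 or FS replicate 1 (adjusted p = 0.0138, 0.0258 and 0.0251), and with all rats had an adjusted p = 0.818 with an estimated correlation. GSEA also called glucocorticoid-induced genes higher without FS replicate 4 (adjusted p = 0.0863), serum response factor targets lower without control replicate 3 (adjusted p = 0.0730) and glutamate receptors lower without control replicate 5 (adjusted p = 0.0892). With all rats, these 3 lists had adjusted p = 0.818, 0.861 and 0.818 with an estimated correlation. The paper reads the lack of substantial changes in single genes as a response that seems mild, and infers from the pathways lower at 2 h and the lack of modified ones at 24 h that it was over in a few hours.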

Our data indicate that acute stress triggered a fast, but mild transcriptional response that was resolved in a few hours. Accordingly, a recent multiomic approach evaluating the phospho-proteome, proteome, transcriptome, mirnome, and translatome of the mouse dorsal and ventral hippocampus after acute stress highlighted calcium signaling, ERK/MAPK signaling, cAMP signaling, and CREB as master regulators of the hippocampal acute stress response [46]. Intriguingly, in line with our study, all the observed molecular changes resolved efficiently within four hours after the initiation of stress.

To evaluate if the transcriptional changes were controlled by specific TFs, we inferred TF activity by focusing on those TFs whose target gene sets were significantly up-regulated. Of note, our analysis identified strong activity for TFs such as GR, SRF, HSF, and CEBP. The up-regulation of GR-regulated genes is not surprising in the context of the stress response, with GR being one of the main targets of corticosterone and GR activation that are necessary for the cellular stress response [71,72]. In line with this transcriptional data, we found that FS induced a significant up-regulation of GR phosphorylation—suggesting the activation of GR-dependent cellular pathways in response to FS stress.

Furthermore, a transcriptional program that seems particularly relevant for the FS stress response is regulated by SRF. SRF is a master regulator of immediate–early gene expression in response to external stimuli [73]. SRF has been implicated in responses to both chronic and acute stress [74,75]. Deletion of the SRF gene specifically in glutamatergic neurons has been reported to induce hyperactivity, decreased anxiety, and impair working memory. In response to restraint stress, locomotor behavior and corticosterone release are impaired in Srf −/− mutant mice, indicating the requirement of SRF activation for the physiological stress response [75]. Our data showing SRF gene-set activation suggests that it also has a role in the response to acute FS stress.

Another transcription factor that was found to be activated immediately after FS stress was CEBP. To the best of our knowledge, this is the first time that CEBP has been linked to the PFC transcriptional response after acute stress in rats. CEBP activation has also been reported in the mouse hippocampus 45 min after forced-swim stress [46]. Moreover, the loss of CEBP regulation has been shown to lead to abnormal synaptic function and cognitive disorders in mice [76], while in rats, it has been shown that CEBP activation of IGF-1 is necessary to promote neurite outgrowth and mitochondrial respiration in the brain cortex, which can protect against neurodegenerative disorders [77].

## 5. Conclusions

Overall, our work provides an overview of time-dependent transcriptional changes triggered by acute FS stress in the PFC of rats. We observed that transcriptional changes are fast, but mild, and resolve efficiently within 2 h after the initiation of stress. Moreover, we were able to identify a coordinated and consistent activation of transcriptional programs that may be involved in the response to FS. We found an involvement of dopaminergic and glutamatergic synapses as well as of cAMP signaling, which have also been found in previous works. Finally, we detected the expression of gene sets regulated by specific transcription factors that could represent master regulators of the acute stress response. Considering the transient nature of these changes, we hypothesize that they are basically part of the adaptive response to stress—although we cannot exclude that in susceptible subjects, the cascade of events activated by this transcriptional wave could lead to maladaptive consequences and increased psychopathological risk. More studies are required to address this point.

## Figures and Tables

**Figure 1:**
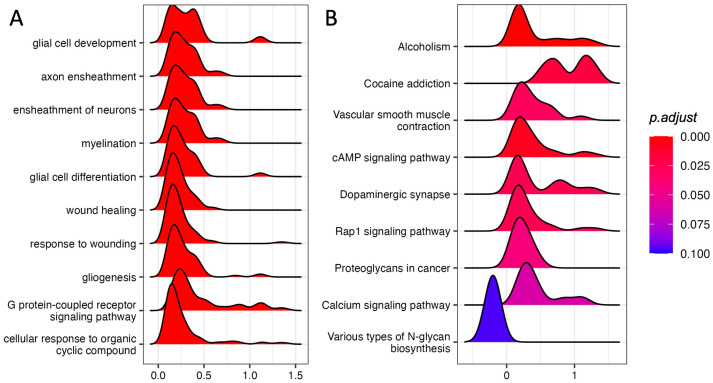
GSEA in the PFC of rats immediately after acute FS stress. Density distribution of log fold-changes for the core genes belonging to the gene sets reported. On the x-axis, the log fold-change is reported. (**A**) Top 10 enriched GO Biological Process terms. (**B**) KEGG-enriched pathways with adjusted *p*-value ≤ 0.1. *N* = 8 FS vs. *N* = 8 CTR.

**Figure 2:**
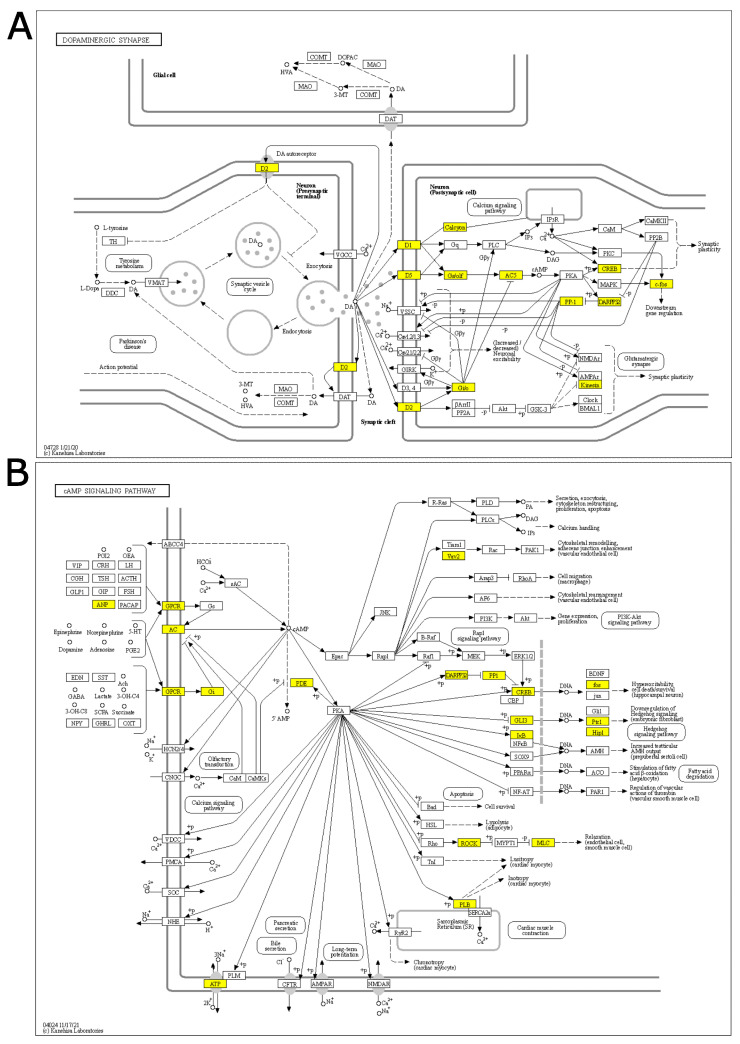
KEGG core enrichment signal chains in the PFC of rats immediately after acute FS stress. KEGG pathway of the (**A**) Dopaminergic synapse pathway and (**B**) cAMP signaling pathway, derived from the 40 min analysis. Yellow-highlighted genes belong to the core enrichment of the gene set (i.e., leading edge genes that drive enrichment). *N* = 8 FS vs. *N* = 8 CTR.

**Figure 3:**
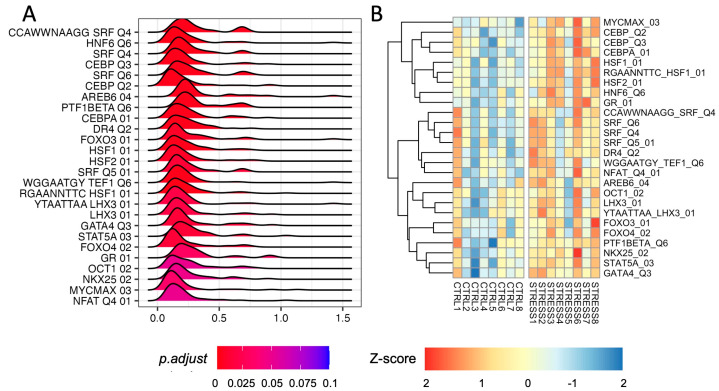
Transcription Factor analysis in the PFC of rats immediately after acute FS stress. (**A**) Density distribution of log2 fold-changes of the core enriched genes belonging to the TF target gene sets (adjusted *p*-value ≤ 0.1). On the x-axis, the log2 fold-change is reported. (**B**) TF activity scores computed using the “gsva” method from the GSVA R package for TFs, with significant enrichment of the TF target gene set.

**Figure 4:**
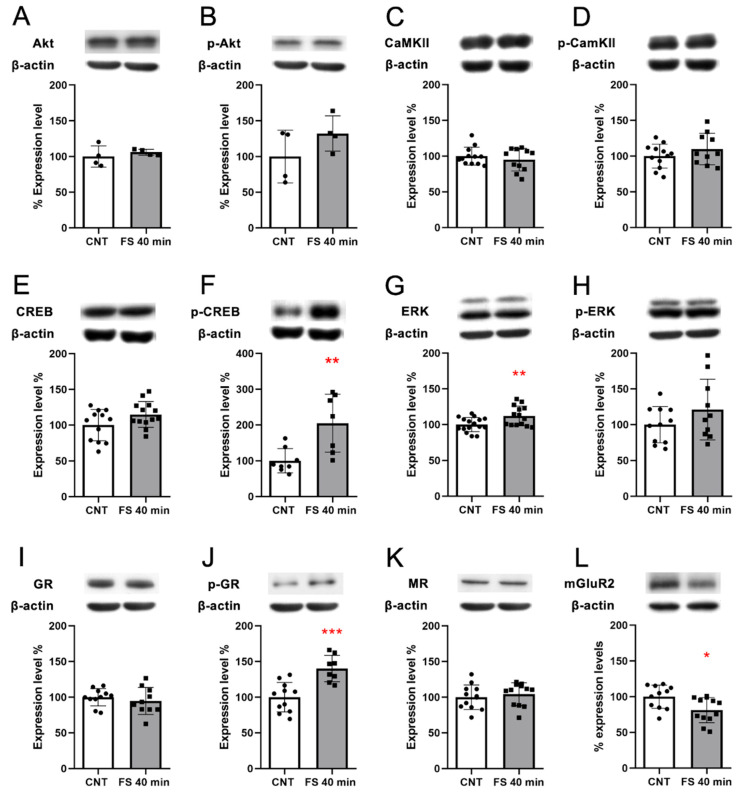
Protein expression analysis of key effectors of the stress response in the PFC of rats immediately after acute FS stress. Akt protein expression (**A**) and phosphorylation (**B**); CaM kinase II (CaMKII) protein expression (**C**) and phosphorylation (**D**); CREB protein expression (**E**) and phosphorylation (**F**); ERK protein expression (**G**) and phosphorylation (**H**); GR protein expression (**I**) and phosphorylation (**J**); MR protein expression (**K**); mGluR2 protein expression (**L**). Insets: representative WB bands. Data are represented as percentage of controls as means ± SEM. Welch’s t test was used for statistical analysis (*n* = 10; AKT and pAKT *n* = 4). * *p* < 0.05; ** *p* < 0.01; *** *p* < 0.001.

## Data Availability

The data presented in this study are openly available at GEO (www.ncbi.nlm.nih.gov/geo) under GSE224331 accession.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/genes14030740/s1, Figure S1: Principal Component Analysis for PFC samples immediately after FS stress; Figure S2: KEGG pathway core enrichment gene inspection; Figure S3: Gene set enrichment analysis results in the PFC of rats 2 h after FS; Figure S4: Gene set enrichment analysis results in the PFC of rats 24 h after FS; Table S1: Summary of limma statistics from differential expression analysis immediately after FS (40 min); Table S2: GSEA results for GO Biological Process annotation in the PFC immediately after FS; Table S3: GSEA results for KEGG pathways in the PFC immediately after FS; Table S4: Summary of limma statistics from differential expression analysis 2 h after FS; Table S5: Summary of limma statistics from differential expression analysis 24 h after FS; Table S6: GSEA results for GO Biological Process annotation in the PFC 2 h after FS; Table S7: GSEA results for KEGG pathways in the PFC 2 h after FS; Table S8: GSEA results for GO Biological Process annotation in the PFC 24 h after FS; Table S9: GSEA results for KEGG pathways in the PFC 24 h after FS; Table S10: GSEA results for TF target gene set in the PFC immediately after FS.

# Supplementary material for: Transcriptional Profiling of Rat Prefrontal Cortex after Acute Inescapable Footshock Stress
**Source:** Genes (Basel). 2023 Mar 17;14(3):740. doi: 10.3390/genes14030740
**Supplement:** Supplementary file 1

Supplementary

A

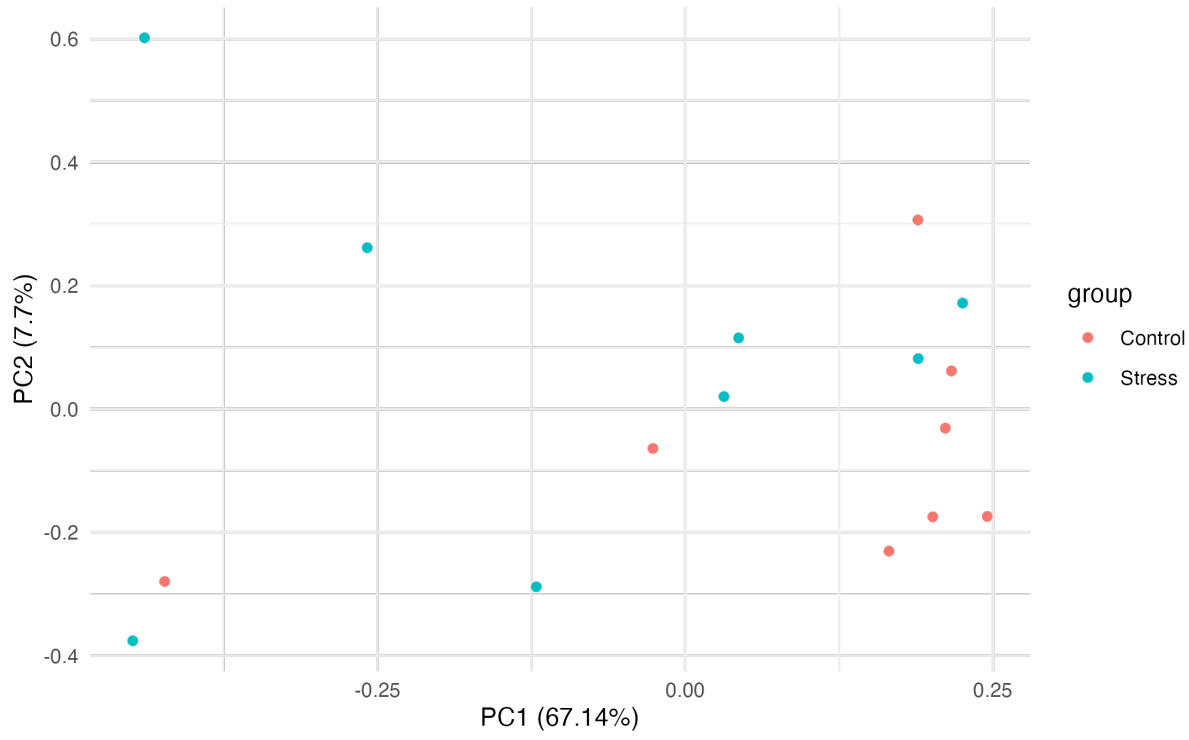

B

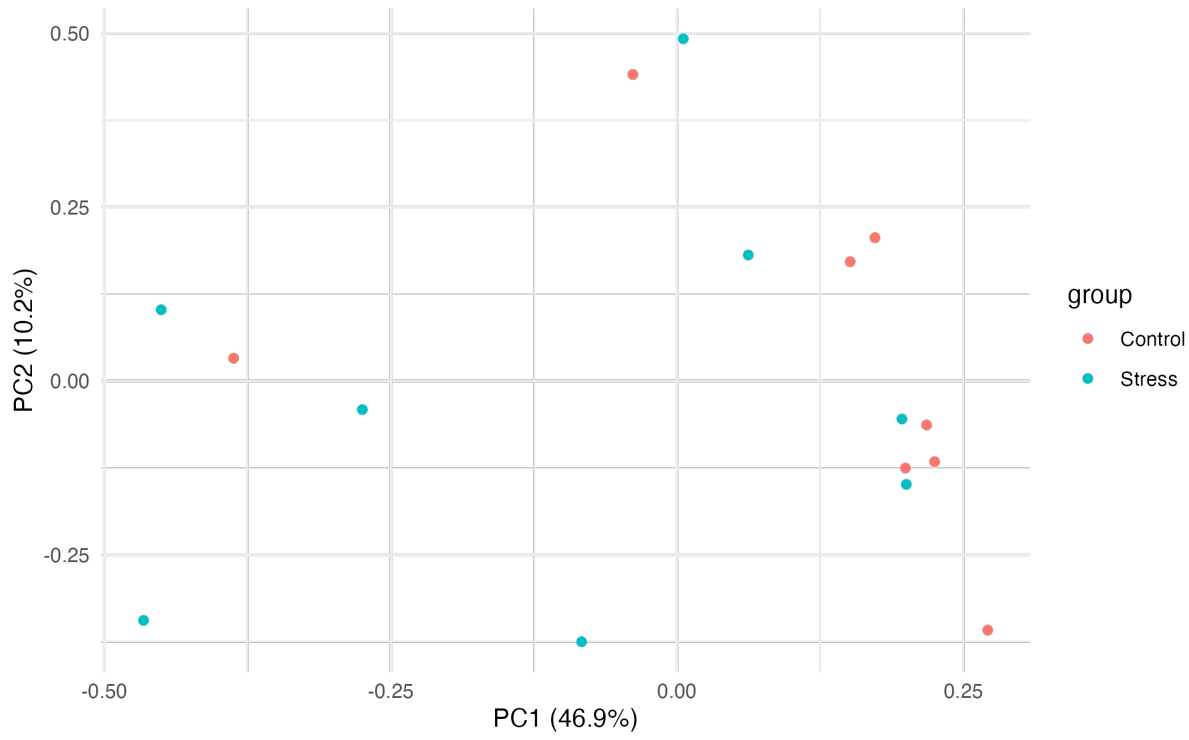

Figure S1 **Principal Component Analysis for PFC samples immediately after FS stress.** PCA plot of A) top 500 most variable genes and B) all genes respectively.

B

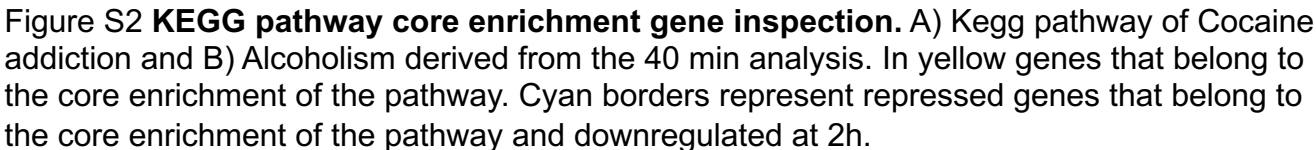

A

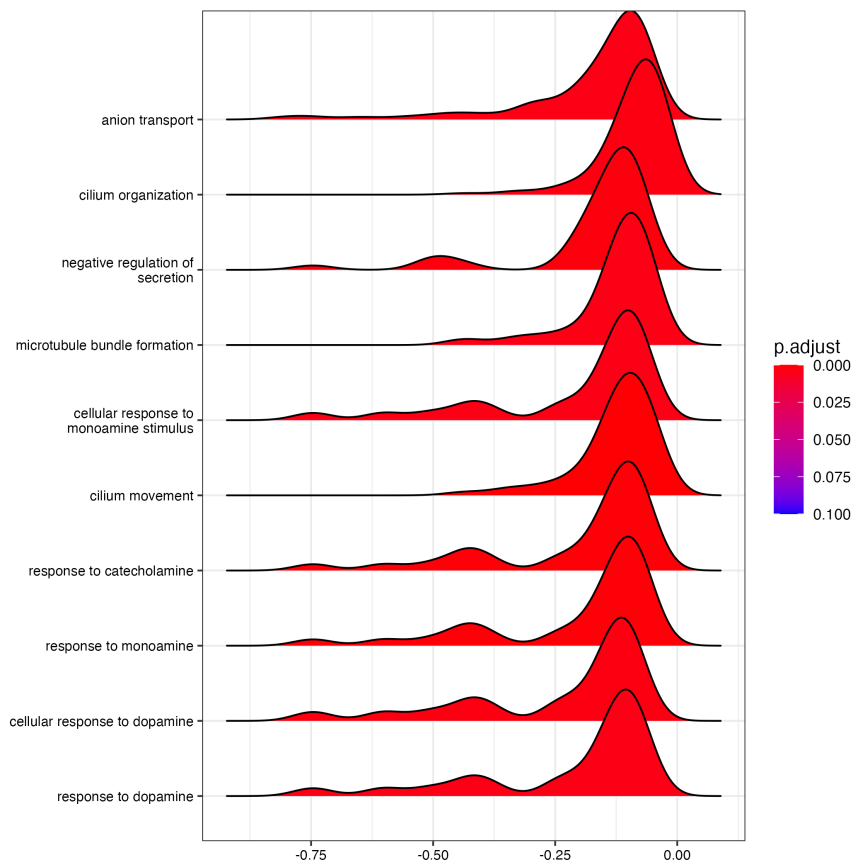

B

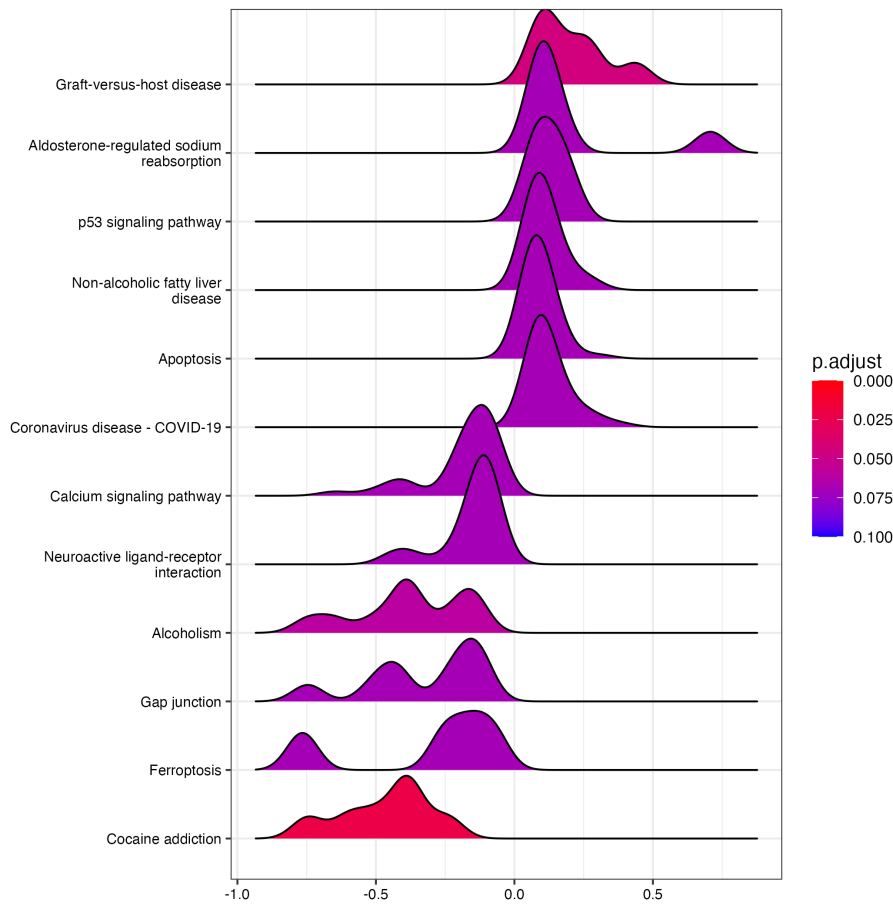

Figure S3 **GSEA in the PFC of rats 2 hours after FS stress**. Density distribution of log2 fold changes of the core enriched genes belonging to the gene sets reported. On the x axis, the log2 fold change is reported. A) Top 10 enriched GO Biological Process terms. B) KEGG enriched pathways with adjusted p-value ≤ 0.1 . N = 6 FS vs N = 6 CTR.

A

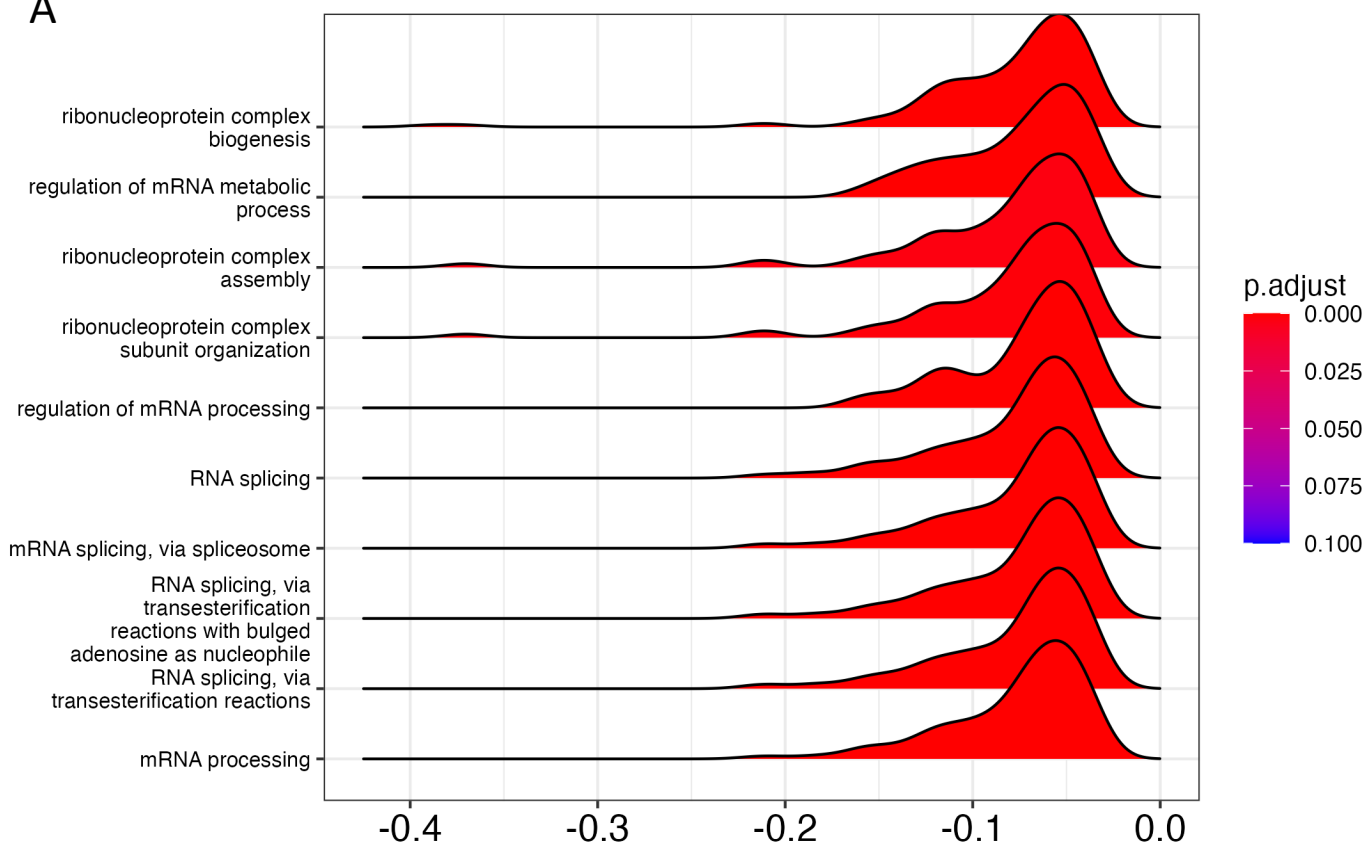

B

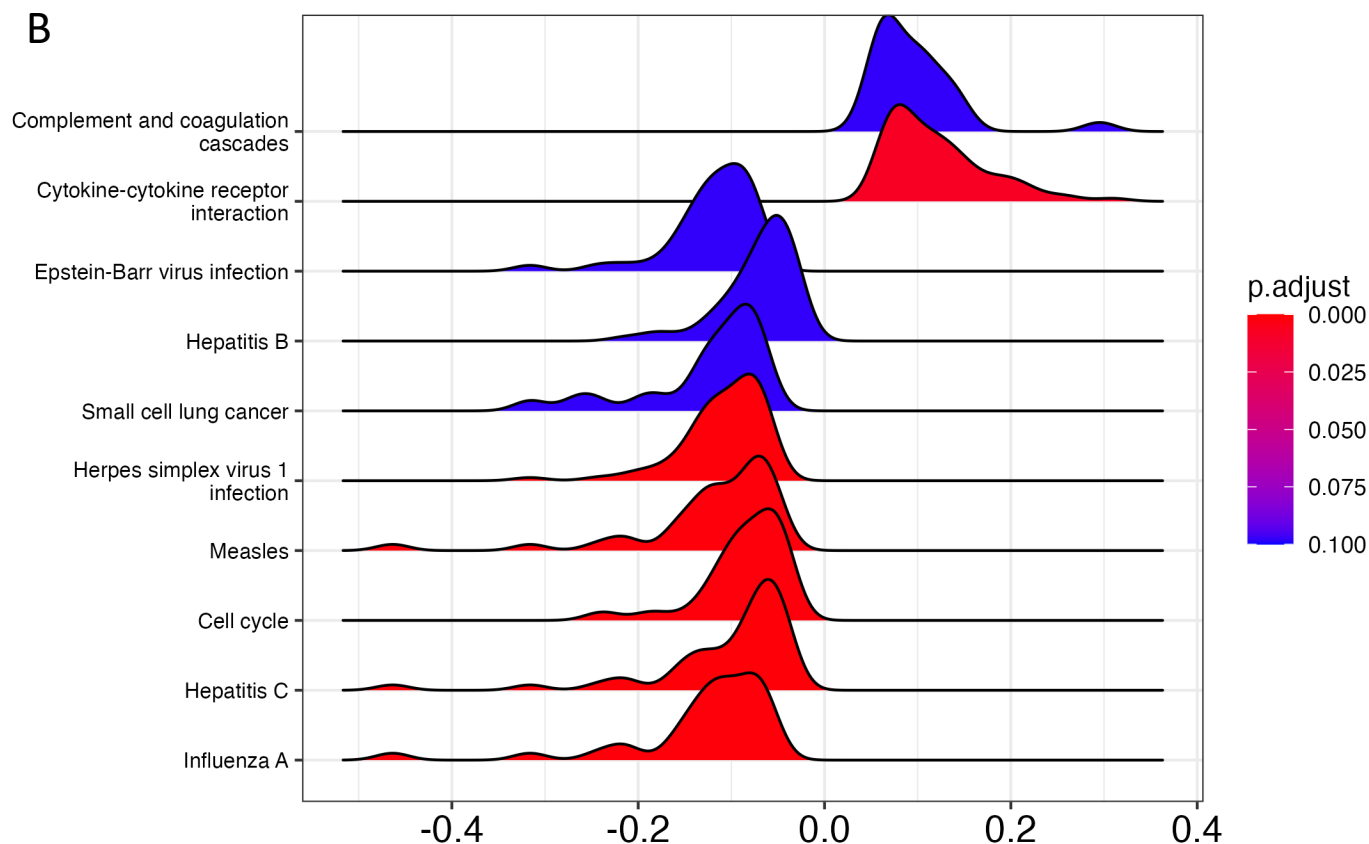

Figure S4 GSEA in the PFC of rats 24 hour after FS stress. Density distribution of log2 fold changes of the core enriched genes belonging to the gene sets reported. On the x axis, the log2 fold change is reported. A) Top 10 enriched GO Biological Process terms. B) KEGG enriched pathways with adjusted p-value ≤ 0.1 . N = 5 FS vs N = 5 CTR.

How the deposited data were processed for this re-analysis (not part of the article)

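The samples are PFC RNA of 10 rats, 5 killed 24 h after the start of a 40 min FS session and 5 controls, with 1 array per rat. The groups and replicate numbers come from the sample labels, and the paper gives the same number of rats. The authors read the arrays with oligo 1.58.0 and normalized them with RMA, so the deposited values are on the log2 scale, 1 per probe set and array. The genome build behind the array's design is not given in the sources used here. Correlations between arrays lay between 0.994 and 0.998, so no array is a copy of another. For arrays there is no read depth, and their number limits the precision.

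Probe sets were named through the platform annotation, which gives 1 gene symbol to 18644 probe sets, several to 962 and none to 9608. Of those with 1 symbol, 18460 were found by their gene identifier in the RefSeq genes of the assembly GRCr8, which was used for names alone, and 0 symbols changed. No gene was named from a probe set with several symbols.

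From the log2 values, limma 3.58.1 in R 4.3.3 compared FS rats with controls, with moderated statistics and Benjamini–Hochberg adjustment, over the 18304 probe sets with 1 symbol and a mean above 4. GSEA was run with fgsea 1.28.0 on log2 fold changes of 16941 genes, for lists of 5 to 500 genes, with a threshold of 0.1 after adjustment within a family of lists. The families written from general knowledge were 14 lists of pathways and stress programs and 11 lists of cell type markers. A further family held the core genes of 16 pathways, which the study found in other rats. It took all KEGG pathways of Table S3, and GO terms that were picked here among those printed whole in Table S2. The paper's GO, KEGG and transcription factor sets were not used here. The share of written genes that had a probe set of their own was lowest for blood markers (68.2%). Each list's mean per rat was tested with an exact permutation test over the 252 ways to choose 5 of 10 rats. The lists, the tests of genes and lists, the alternatives and the rule for the genes named were fixed before the data were examined, apart from 1 alternative and from the tests of single patterns, which the closing section names. The rule takes the genes the paper names from the arrays, the genes it calls at 2 h, the 10 genes with the smallest p in each direction, and the members of each list with the highest and lowest moderated t. The paper's values for the first of these at 40 min or 2 h had been seen. Table S1 and Table S4 are shortened in the copy at hand and Table S5, with the authors' statistics at 24 h, shows no values there, so these tables were not used for any test.

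The functions were tested on simulated data with the means and spread of the 18304 real probe sets, 200 of which were changed. The noise was independent between probe sets, unlike that of the real arrays. With no change simulated, 0 probe sets were called. Both of the lists moved by 0.3 were called by GSEA in the right direction, and 1 of 12 lists that were not moved was called as well. Alternatives changed the filter, the normalization, the weights of the arrays, the variance prior, the probe sets of a gene, the gene set test and the rats included. The replicate number as a block was also tried. Samples with the same number correlated over 0.1, after the group means were removed, in 2 of 5 pairs, so the numbers were not taken to pair the rats. As random comparisons, 100 of the 126 splits of the rats into groups of 5, the real one included, were drawn with a fixed seed.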

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

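The tests of the striatal and interferon patterns below, and the use of the permutation test for the splicing pattern, were chosen after the values were seen. The comparison with random lists was chosen before its result. In 138 groups of 5 rats tested for a rat far from the other 4, with gap over range above 0.71, 8 were found. That share is close to the 5 in 100 that chance gives.

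In the interferon list, control replicate 5 stood far above the other controls, with a gap of 0.84 of the range (0.46 against a mean of -0.076 in the other 4). Of the 77 genes, 50 had their highest value in this rat. Usp18 was at 7.66 there against 5.46 in the other 9 rats, Oas1b at 7.75 against 5.94, and Ifit1 at 7.27 against 5.80. One explanation for the lower interferon genes in FS rats is this 1 control. Without it, GSEA called the list in the other direction (adjusted p = 0.00734). Without this control no lower level was seen in the 5 FS rats: their mean lay 0.045 above that of the other 4 controls. That difference (exact permutation test, p = 0.571) was within the spread of the FS rats (SD 0.11), so a lower level after FS is not excluded.

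The striatal markers differed widely between rats of 1 group. The SD was 0.33 among controls, and a response to FS stays open, with a difference of -0.094 between the groups (exact permutation test, p = 0.595). A different share of striatal tissue in the dissected pieces remains open and is a candidate explanation: the median correlation between pairs of the markers, with group means removed, was 0.839, against 0.0472 in random lists of similar expression and 0.204 in the highest of 1000 such lists. Drd1 or Drd2 is in the core lists of dopamine, monoamine, cAMP, Rap1 and calcium signalling and both are in the fixed list of dopamine signalling, so these lists share part of this spread. Whether striatal tissue was present was not tested otherwise.

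Splicing and ribonucleoprotein genes were lower, and cytokine and complement genes higher, in FS rats in GSEA, with adjusted p = 0.722, 0.818, 0.818 and 0.818 with an estimated correlation. From the genes with the lowest to those with the highest mean expression, in 5 groups of nearly equal size, the median log2 fold change was 0.030, 0.038, -0.0064, -0.027 and -0.010. A shift between arrays that depends on expression level may account for the cytokine list, whose median was as far out as that of random lists of similar expression in a share of 0.800, and for the complement list, with a share of 0.275. For splicing, with a share of 0.00040, and for ribonucleoprotein biogenesis, with 0.00880, the median lay farther out than in random lists. The genes of these 2 lists had an estimated correlation of 0.107 and 0.140, which lists drawn at random do not keep. These shares may therefore be too small and cannot exclude such a shift. A response to FS stays open for splicing, with an adjusted p of 0.222 in the exact permutation test.

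The other 7 groups with a rat far from the rest were these. In the list of cytokines and their receptors, control replicate 5 was highest (gap 0.85 of the range). FS replicate 2 was highest for choroid plexus and ependymal markers (0.84), serum response factor targets (0.82), complement and coagulation (0.78) and glucocorticoid-induced genes (0.74). Control replicate 3 was lowest for oligodendrocyte and myelin markers (0.73) and for the core genes of glial cell differentiation (0.71).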

How the results depend on the processing

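The setting without both control replicate 5 and FS replicate 2 was chosen after the data were examined. The 0 probe sets past the threshold stayed at 0 under every setting except the one without control replicate 2, so that leaving out 1 rat gave 0 to 1. At an unadjusted p under 0.05, 1802 probe sets became 2841 when probe sets without a symbol were tested too, which tests more probe sets, and 1333 to 2589 when 1 rat was left out. Of the 14 fixed lists, 8 were called by GSEA, against 5 with a mean above 6, 4 after quantile normalization, 5 with camera and a preset correlation, and 0 with camera and an estimated correlation, with fry or with exact permutation over the rats, and 5 to 11 without 1 rat (5 without control replicate 2 or FS replicate 2). Of the 16 core lists, 13 were called, against 7 ranked by the moderated t, 8 with camera and a preset correlation, 0 with the estimated correlation, fry or exact permutation, and 1 to 13 without 1 rat. Of the 11 cell type lists, 7 were called, against 2 after quantile normalization, 4 ranked by the moderated t, 4 with the preset correlation, 0 with the estimated correlation, fry or exact permutation, and 2 to 9 without 1 rat (3, 2 and 4 without FS replicates 1, 3 and 4). The cause of these shifts was not tested.

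The interferon list turned from lower to higher without control replicate 5 (adjusted p from 7.0e-10 to 0.00734 over settings without 1 rat) and without both rats (0.00292). Among lists called with all rats or after the turn, leaving out 1 rat also turned the direction for dopamine signalling (6.8e-06 to 0.957), oligodendrocyte and myelin markers (2.8e-09 to 0.705), meningeal fibroblast markers (1.1e-09 to 0.705), excitatory neuron markers (0.0767 to 0.936) and the core genes of Cocaine addiction (1.0e-07 to 0.895), as the range of adjusted p-values in GSEA over the 10 rats left out. Among lists called neither with all rats nor after the turn, it turned for immediate early genes, serum response factor targets, glucocorticoid-induced genes, oxidative phosphorylation, oligodendrocyte precursor markers, blood markers and the core genes of cellular response to glucocorticoid stimulus and protein localization to synapse.

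With the replicate number as a block, 0 probe sets passed and 1803 had an unadjusted p under 0.05, and 8, 13 and 7 lists were called, as without the block, since a balanced block leaves fold changes as they are. Of the 10 arrays, 5 correlated best with the array of their own number. As a further limit, GSEA called as many lists in other splits of the rats. The real groups gave 8 fixed lists, and 34 of 100 splits gave as many, with up to 11. For the core lists it was 13, reached in 52 of 100 splits with up to 16 in the others, and for the cell type lists 7, reached in 59 of 100 with up to 10. A chance arrangement of these rats is therefore not excluded for the lists. For unadjusted p-values, 6 of 100 splits gave 1802 or more, with up to 2237, so chance is not excluded there either. For probe sets past the threshold, all 100 splits reach the real count of 0, as any split would, so this decides nothing. One other split called 22, and whether such a highest count goes beyond chance was not tested.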

Differences from the paper's values

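The paper gives no number for the 24 h gene sets in its text, and Table S8 and Table S9, which hold them, are missing from the copy at hand. No values of gene sets could therefore be compared. Its text states that 24 h after FS there was no sign of the perturbation seen at 40 min. Here, GSEA called 13 of 16 lists of 40 min core genes, in the direction opposite to that at 40 min. With an estimated correlation between genes, with fry or with exact permutation over the rats, 0 were called. These lists hold core genes alone, whereas the paper tested whole GO and KEGG sets with a larger minimum size. The calls therefore cannot be set directly against its statement. The Discussion states that no modified pathways were found at 24 h, while the Results, citing Fig. S4, name pathways of RNA biosynthesis and inflammation. Here 8 of 14 fixed lists were called by GSEA, and 0 by the same 3 other tests. In the direction of splicing (lower), of cytokines and complement (higher), of the cell cycle (lower) and of antiviral genes (lower), the lists and Fig. S4 match over all rats, apart from antiviral genes without control replicate 5, which were higher. Fig. S4 comes from the same arrays, also by GSEA on log fold changes. The match in direction is therefore close to given and is not independent evidence. With 0 probe sets past the threshold in limma, the count matches the paper's statement of none at 24 h.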

Other observations

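The choroid plexus values per rat below were examined after the lists' results were seen. In GSEA at 24 h, choroid plexus and ependymal markers were higher in FS rats (NES 2.70, adjusted p = 1.1e-09), with 20 of 21 genes at a positive log2 fold change and an adjusted p = 0.590 with an estimated correlation. Their mean was 0.98 in FS replicate 2 and between -0.23 and 0.033 in the other 9 rats. In that rat, Ttr was at 12.9, Clic6 at 8.66 and Kl, the klotho gene, at 9.07, against 7.69, 6.06 and 7.00 in the other 9, and 16 of the 21 genes had their highest value there. Meningeal fibroblast markers had a mean of 0.73 in the same rat and of -0.43 in FS replicate 4. Among the other 4 FS rats the choroid plexus list lay 0.096 above the controls (exact permutation test, p = 0.0635).

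Lower in FS rats in GSEA were the markers of striatal medium spiny neurons (NES -2.57, adjusted p = 6.7e-08), oligodendrocytes and myelin (NES -1.71, adjusted p = 0.0205), astrocytes (NES -1.48, adjusted p = 0.0767), endothelial and mural cells (NES -1.67, adjusted p = 0.0222), meningeal fibroblasts (NES -1.67, adjusted p = 0.0318) and inhibitory neurons (NES -1.66, adjusted p = 0.0222). With camera and an estimated correlation, 0 of the 11 lists were called (lowest adjusted p = 0.289 with an estimated correlation). Markers of oligodendrocyte precursors (adjusted p = 0.290), microglia (adjusted p = 0.245), blood (adjusted p = 0.290) and excitatory neurons (adjusted p = 0.728) were not called with all rats. Leaving out 1 rat called microglia lower without control replicate 2 or FS replicate 2 (adjusted p = 0.0159 and 0.0304), blood lower without FS replicate 2 (adjusted p = 0.0188), excitatory neurons lower without control replicate 5 (adjusted p = 0.0767) and oligodendrocyte precursors higher without control replicates 4 or 5 (adjusted p = 0.0911 and 0.0475). GSEA lost the striatal call without control replicate 2 (adjusted p = 0.296) or FS replicate 3 (adjusted p = 0.353), and the endothelial call without FS replicates 1 or 4 (adjusted p = 0.173 and 0.204). It lost the myelin call in 5, the astrocyte call in 4 and the inhibitory neuron call in 4 of the 10 runs without 1 rat. The meningeal call was lost without FS replicates 1 or 3 (adjusted p = 0.173 and 0.705) and turned to higher without FS replicate 4 (adjusted p = 0.0624). Adjusted over the list alone, 1 endothelial gene passed, Podxl.

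Across the 10 rats, the mean of the striatal markers correlated with that of the myelin markers (Pearson's r = 0.703, permutation test, p = 0.0176; Spearman's rho = 0.721, permutation test, p = 0.0241). Adjusted over the 3 sets of rats examined, these p-values were 0.0529 and 0.0723. Without the 2 rats farthest from the median of the striatal list, r was 0.841. The other 2 sets were the groups of 5 rats, whose correlations were computed but are not given, since 5 rats are too few.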
